A study of Mus musculus with 4 samples. Its data were reported in "miR-93 regulates Msk2-mediated chromatin remodelling in diabetic nephropathy" (2016).

How the data were processed

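RNA was sequenced from conditionally immortalised mouse podocytes, differentiated for 12 days and transfected with 50 nM of a miR-93 mimic (2 libraries) or a nontargeting (NT) mimic (2 libraries), 48 hours after transfection. The groups and replicate numbers come from the sample titles. According to the study's methods, biological replicate libraries were made from poly-A RNA with an Illumina TruSeq kit and were sequenced as paired ends. The kit is taken here, from general knowledge of it, not to record the strand.

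Per the submitters' processing notes and the study's methods, the authors checked the reads with FastQC and Trimmomatic, aligned them to mouse build mm9 (NCBI 37.2) with TopHat2 2.0.4, and assembled, quantified and tested genes with Cufflinks and Cuffdiff2. The versions of the other tools are not given in the sources used here. The FPKM values are the authors' own, pooled by Cuffdiff2 over the libraries of each group, with normalisation by Cuffdiff2 before they were deposited. The deposited p-values and q-values are those of the authors' Cuffdiff2 gene test. The log2 fold changes are as deposited, and their sign was turned so that they read miR-93 mimic over NT mimic. The ratio (fold change) and the −log10 p-values in the shorter sheets were also computed by the authors and were used only to compare those sheets with the full table. The workbook was read as 5 deposited tables, a full table of 29286 gene rows and 4 shorter sheets. No table gave values per library, so library depth is unknown, no interval from read counts could be computed, and the precision of a value is known only through the authors' test statistic. The SE of a log2 fold change was computed as its absolute value divided by the absolute test statistic (median 0.121 over tested rows with a mean FPKM of at least 1). Shares of genes have exact (Clopper-Pearson) 95% binomial intervals, which cover counting error only.

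The table calls its conditions q1 and q2 and neither the table nor the labels say which group each is. The study's text describes Rps6ka4 (Msk2) mRNA as lower with the miR-93 mimic, and a panel of the study shows the pair of values of this row under the names of the groups, with q1 as the miR-93 mimic. This identity was used throughout. If it were wrong, every direction would turn round. The analysis of sites does not need Rps6ka4: under the opposite reading the genes with an 8mer, of which 189 were called lower and 4 higher, would be higher with the mimic whose seed they match.

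Of the 29286 rows, 16953 had the status OK (tested), 12261 NOTEST (too few reads by the authors' rule), 66 FAIL and 6 HIDATA. Calls used the deposited q of tested rows at a threshold of 0.05, without a minimum FPKM or fold. The deposited q matched a Benjamini-Hochberg adjustment over the tested rows, and for 73 called rows p and q are deposited as 0, below the precision of the table. Rows without a gene name (3650), with several genes (287) or with a name that a spreadsheet had turned into a date (22) were counted in totals but entered no gene list. Loci under 200 bases hold very high FPKM values (17 of the 20 highest with the NT mimic, up to 94648600 at 118165303 to 118165374 on chromosome 7), so no sum or share of FPKM was computed. Lists and sites used 10717 named genes with a mean FPKM over the groups of at least 1 and the log2 ratio of FPKM plus 0.1.

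For miR-93 sites, 3′ UTR sequences came from GENCODE mouse release M21 on build GRCm38, matched by gene symbol only (1040 genes by an older symbol), and no coordinate of that build was set beside those of the files. The longest 3′ UTR of at least 30 bases was taken for each of 9948 genes (92.8%; median 1192 bases). Matches to the miR-93 seed were classed as 8mer, 7mer-m8, 7mer-A1 or 6mer, and a gene was placed by its best site. The difference between the median log2 fold change of genes with and without a site was compared with 10000 random lists of the same size matched in 10 bins of mean FPKM by 10 bins of 3′ UTR length. Every word of 7 bases held by at least 50 genes was scored by the difference in mean log2 fold change between genes with and without it, divided by its standard error. The words of 16 miRNAs (miR-93, its other strand, cel-miR-67 and 13 miRNAs of mouse cells) were tested with the same matching. Genes with a word were set against all genes without it. The site test instead set the genes of a class against genes without any miR-93 site. Of the 31 gene lists fixed before the data were examined, each was compared with 10000 random lists of the same size matched in 20 bins of mean FPKM, and a list stood apart when its median lay outside the central 95% of them. No p-value across genes was computed, because genes are not replicates. Calls within a list were also adjusted by the Benjamini-Hochberg method over the list alone, from the deposited p-values.

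Named genes follow a rule that was also fixed before the data were examined. It takes Rps6ka4, Rps6ka5, Mcm7, Vegfa and the 13 nephropathy genes of the study. It adds the 10 largest rises and 10 largest falls among called genes with a mean FPKM of at least 1 and above 0 in both groups, leaving out predicted genes and rows with several genes. It further takes up to 2 called members of each list with the largest rise and up to 2 with the largest fall, and the 5 largest falls among called genes with an 8mer. Genes named outside the rule are marked as such, and a few genes that the rule takes are not reported here.

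The alternatives were a q of 0.01 or 0.10, a minimum mean FPKM of 1 with q recomputed, a minimum absolute log2 fold change of 0.5 or 1, centring on the median log2 fold change of expressed genes with p and q recomputed from the implied SE, floors of 0.1 and 5, a pseudocount of 1, the shortest 3′ UTR, unmatched random lists, removal of list members with a site, and regression on 3′ UTR length and GC content. Rows at 0 in 1 group, which have no fold change, were counted as past any minimum fold. After removal of list members with a site, the random lists still drew on all genes, including those with a site. Such genes were lower (median log2 fold change −0.136, against −0.0756 without a site of 7 or 8 bases). An upward move after removal is therefore partly built in. A test by limma, a replicate block and leaving out each library need values per library and were not run. 5 further gene lists (2-cell embryo genes, embryonic stem cell markers, oocyte and embryo markers, myoblast markers and germline genes) and 4 further alternatives were added after the data had been examined.

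Each procedure was tested on simulated data for the comparison of the mimics. With a planted decrease of 0.1 in genes with a site, over 9948 genes, the site test returned −0.0859 beyond its matched lists, below all of them. The word ranking placed the planted word at 1. The values for the site test also carried a simulated rise with 3′ UTR length, which those for the word ranking did not. With this trend and no planted site effect, the percentile was 54.2 with matching and 100 without, where the trend was left in. Of 100 random lists, 6 were called apart. In simulated fold changes of 12470 genes with 200 changed, 92% of those changed by 1 on the log2 scale were called, and 65% (not centred) or 62% (centred) of those changed by 0.5. Among unchanged genes 127 were called without centring and 5 with it, when the simulated values carried the shift of the real ones. Scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The rows with status FAIL or HIDATA were left out of all counts of calls, and reads, isoforms and the strand of transcription were not analysed here.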

Results

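Messenger RNA was sequenced from conditionally immortalised mouse podocytes, the epithelial cells that cover the glomerular capillaries of the kidney. The cells had been differentiated for 12 days and transfected with 50 nM of either a miR-93 mimic or a nontargeting (NT) control mimic, and RNA was taken 48 hours later. miR-93 is a microRNA of the miR-17 family, and the aim stated for the series was to find its targets in podocytes. Each group held 2 libraries. The authors' deposited table gave a pooled FPKM value per gene and group and the result of Cuffdiff2, but no value per library, so the depth of each library is unknown and no spread between replicates could be computed. Each error below is the standard error (SE) implied by the authors' test statistic. The study's methods call the libraries biological replicates, but the labels do not say whether they came from separate cultures, so the p- and q-values measure only the spread between these libraries, which may be technical.

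The table names its conditions q1 and q2. Neither the table nor the labels say which group each is. Condition q1 was taken as the miR-93 mimic because the study describes Rps6ka4 mRNA as lower with that mimic and shows the pair of values for this gene under the names of the groups. Every direction below rests on this reading, and the direction of Rps6ka4 itself is not independent evidence. With the conditions exchanged, genes that match the miR-93 seed would be higher, not lower, with the miR-93 mimic.

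Among rows called between the miR-93 mimic and the NT mimic, decreases were many and small, and increases were fewer and larger. Of 16953 gene rows tested in the authors' deposited table, 1757 (10.4%) passed a q of 0.05. Among these, 1240 (70.6%) were lower and 517 (29.4%) higher with the miR-93 mimic. The median log2 fold change was −0.40 for the rows called lower and 0.91 for those called higher. The direction of the calls moved with expression: at a mean FPKM of 10 or more, 852 rows were lower and 131 higher, whereas below an FPKM of 1, 32 were lower and 212 higher. The implied SE also changed with expression, with a median of 0.507 below an FPKM of 1 and 0.0969 from 10 to 100. Low rows therefore needed larger changes to be called, so the sizes of higher and lower calls are not like for like. The split depends on where no change is set, because the median log2 fold change of tested rows with a mean FPKM of at least 1 was −0.09. With fold changes centred on that median, 1410 rows were called, of which 779 (55.2%) were higher and 631 (44.8%) lower, and 1148 were shared with the 1757. A minimum absolute log2 fold change of 1 left 257 rows higher and 58 lower, with rows at 0 in 1 group counted as past it. Among rows above 0 in both groups, 228 were higher and 54 lower.

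**Figure D1:**
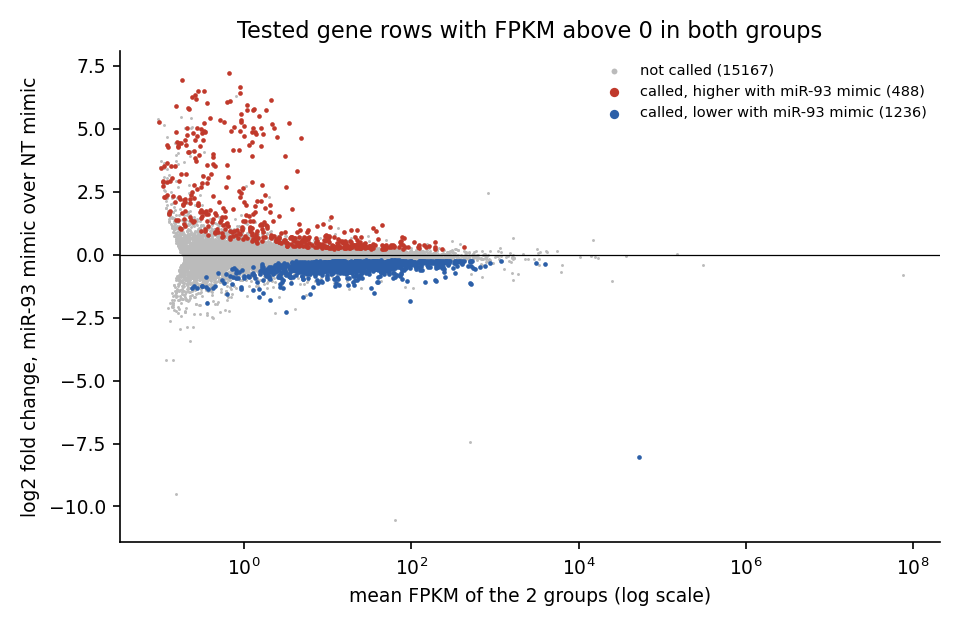
Log2 fold change (miR-93 mimic over NT mimic, vertical axis) against mean FPKM of the groups (horizontal axis, log scale) for the 16891 tested rows above 0 in both groups, one point per row, with 488 rows called higher in red and 1236 called lower in blue. The calls at low FPKM are mostly higher and those at high FPKM mostly lower; after centring on the median of expressed genes, higher calls outnumber lower calls (779 against 631).

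The study followed Rps6ka4 (Msk2), a kinase that phosphorylates histone H3. In the authors' deposited table Rps6ka4 (XLOC_012930, chromosome 19, 6903498 to 6915105, mouse build mm9) had an FPKM of 9.68 with the miR-93 mimic and 14.7 with the NT mimic, a 1.52-fold decrease (log2 fold change −0.60, SE 0.101, q = 1.7e-07). Its longest annotated 3′ UTR, of 729 bases, held a 7mer-A1 match to the miR-93 seed at bases 419 to 425 and a 6mer at bases 519 to 524. Its paralogue Rps6ka5 (Msk1) carried an 8mer and had a log2 fold change of −0.27 (SE 0.163, q = 0.367) in the authors' deposited table. Mcm7, the gene whose intron holds miR-93, had a log2 fold change of −0.19 (SE 0.131, q = 0.466) in the same authors' deposited table. The study chose Rps6ka4 on these samples, so its decrease here is not independent evidence. Its further evidence came from other experiments. These included argonaute immunoprecipitation, a 3′ UTR reporter with a mutated site, western blots, and qPCR in primary podocytes with induced miR-93. The study also measured Msk2 in kidneys of mice with added miR-93 and in patient data, and depleted it in diabetic mice.

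Genes linked to diabetic nephropathy, taken from the study's measurements in other samples, mostly did not pass the test. The study measured most of them in podocytes kept in high glucose. These libraries compare the mimics alone, so the values do not test whether the mimic reverses an effect of high glucose. The authors' deposited table listed fibronectin (Fn1) at log2 −0.42 (SE 0.17, q = 0.1), connective tissue growth factor (Ctgf) at −0.25 (SE 0.106, q = 0.118), the metalloproteinase inhibitor Timp1 at −0.39 (SE 0.201, q = 0.251) and the collagen gene Col4a3 at −0.20 (SE 0.0816, q = 0.0972). It also listed the transcription factor Wt1 at log2 0.54 (SE 0.296, q = 0.301) and Col4a1 at 0.11 (SE 0.126, q = 0.729), again values of the authors' deposited table. Rock1 (log2 −0.18), Tgfb1 (−0.15), Junb (−0.14), Fos (0.15) and Dnm1l (−0.08) had q-values from 0.258 to 0.676 in the authors' deposited table. Vegfa, an established miR-93 target with a 7mer-m8 match, had a log2 fold change of −0.06 (SE 0.0921, q = 0.824) in the authors' deposited table. The study tested Vegfa in mouse kidney through reporter activity rather than mRNA. After centring, Dnm1l stood at 0.01 and Vegfa at 0.03. As a list, the 13 genes of this group had a median log2 fold change of −0.15, at percentile 16.7 of matched random lists, with 1 gene called lower both over all genes and adjusted over the list alone. Adjusted over the 12 of them with a mean FPKM of at least 5, 4 were lower, Col4a3, Fn1 and Ctgf among them.

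**Figure D2:**
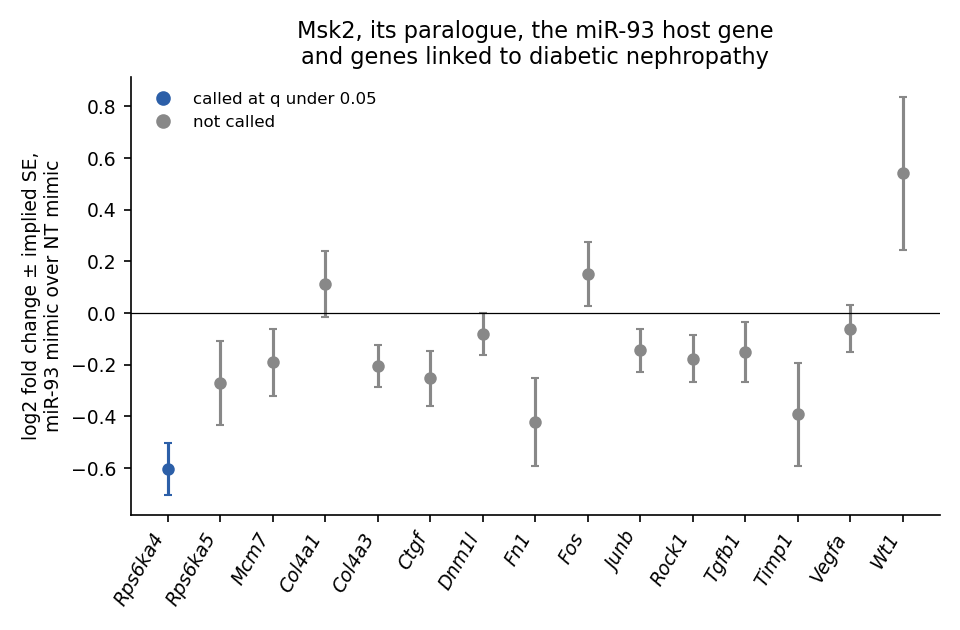
Log2 fold change with the implied SE (vertical axis) for Rps6ka4, Rps6ka5, Mcm7 and nephropathy genes named in the text (horizontal axis), from the authors' pooled values. Rps6ka4 at −0.60 was called (blue), and the other genes shown were not (grey); centring turns Vegfa and Dnm1l to just above 0.

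The largest rises belonged to genes that are almost silent in most differentiated cells. Among named genes with a mean FPKM of at least 1, the 10 largest included 7 that were placed, after their values had been seen, on a list of genes known or reported to be active in the 2-cell mouse embryo. Zfp352, a zinc finger gene expressed in early embryos, stood at an FPKM of 4.16 with the miR-93 mimic and 0.0582 with the NT mimic in the authors' deposited table (chromosome 4, 89885510 to 89892378, mm9), 71.6-fold higher (log2 6.16, SE 0.599, q deposited as 0). Zscan4d, a marker of the 2-cell stage, stood at 2.42 and 0.0823 in the authors' deposited table (log2 4.88, SE 0.548). Tdpoz4, a BTB domain gene, had the highest level of the group at 6.76 against 0.18 in the authors' deposited table (log2 5.23, SE 0.512). The deubiquitinase genes Usp17l5, Dub1a and Dub1 rose by 5.76, 4.89 and 4.49 on the log2 scale, and Zfp353 by 5.95, in the authors' deposited table. The other 3 were Krt4, a keratin of stratified epithelia, at log2 5.77 (SE 0.689), the globin gene Hba-a1 at 3.94 (SE 0.862) and the monoamine transporter gene Slc29a4 at 2.88 (SE 0.43) in the authors' deposited table. With the NT mimic all 10 lay at an FPKM of 0.299 or lower. They therefore met the floor through the miR-93 mimic alone, and their folds depend on values near 0. With a pseudocount of 1 the log2 fold change was 2.29 for Zfp352, 1.77 for Krt4 and 1.62 for Zfp353. Several of these genes belong to families of near-identical copies, so how reads were divided among copies is uncertain, and the strand of transcription was not analysed here.

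**Figure D3:**
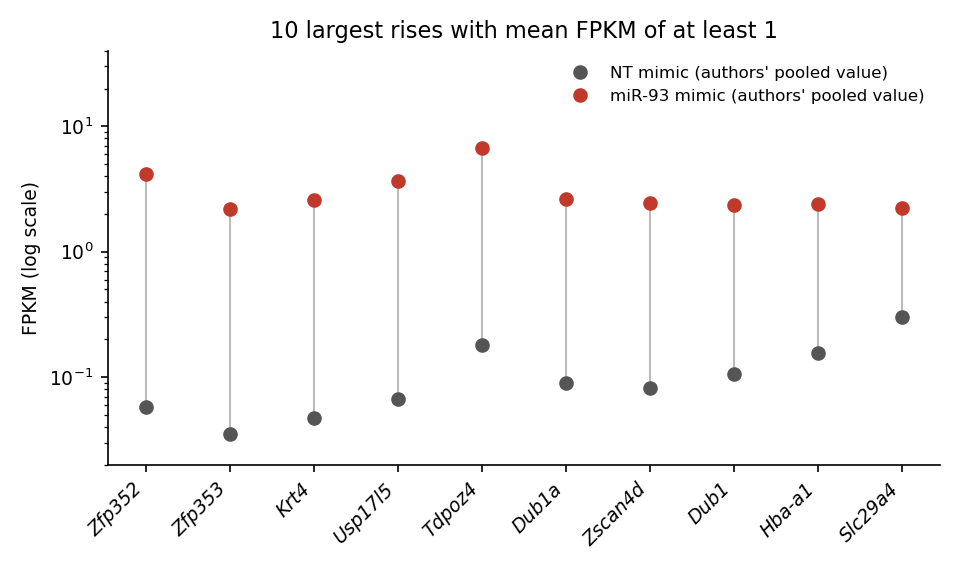
FPKM (vertical axis, log scale) of the 10 genes with the largest rise among called genes with a mean FPKM of at least 1, for the NT mimic (grey) and the miR-93 mimic (red), each point the authors' pooled value for the group. With the miR-93 mimic the genes lie between 2.17 and 6.76 FPKM, and with the NT mimic between 0.0352 and 0.299.

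The 10 largest falls were in genes of varied function. The decoy TRAIL receptor gene Tnfrsf23 fell from an FPKM of 53.1 to 18.4 in the authors' deposited table (log2 −1.53, SE 0.0833), 2.88-fold. The tyrosine phosphatase gene Ptpn22 fell from 7.7 to 2.39 (log2 −1.69, SE 0.147), the lectin gene Siglecg from 17.2 to 7.29 (log2 −1.24, SE 0.121) and the nucleic acid sensor gene Zbp1 from 19.4 to 8.39 (log2 −1.21, SE 0.188) in the authors' deposited table. The receptor subunit gene Il18rap (log2 −1.34), the peroxisomal oxidase gene Acox2 (−1.50), Crct1 (−1.68) and the potassium channel gene Kcnk12 (−1.38) also fell, each with an FPKM under 1 after the miR-93 mimic in the authors' deposited table. Rpl10a had the lowest value of this group at log2 −1.78 (SE 0.325) in the authors' deposited table, although ribosomal protein genes share reads with many pseudogenes. Heg1, a transmembrane protein gene of cell junctions, fell from an FPKM of 46.9 to 19 (log2 −1.31, SE 0.0793) in the authors' deposited table and carried an 8mer.

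Genes with a match to the miR-93 seed in their 3′ UTR were lower with the miR-93 mimic, which addresses the aim of the series directly. The 5 largest falls among genes with an 8mer were Heg1, the endoplasmic reticulum gene Wfs1 (log2 −1.08), the immune checkpoint ligand gene Cd274 (−1.08), the GTPase gene Rhoc (−1.05) and the TGF-beta receptor gene Tgfbr2 (−1.05), all in the authors' deposited table. Tgfbr2 stood at an FPKM of 57.4 against 119 (SE 0.0808) and Rhoc at 129 against 268 (SE 0.0786) in the authors' deposited table, with the 8mers at bases 298 to 305 and 289 to 296 of their 3′ UTRs. Among 9948 genes with a mean FPKM of at least 1 and an annotated 3′ UTR, the 458 with an 8mer had a median log2 fold change of −0.26, and the 5774 with no site had −0.08. The 1038 genes whose best site was a 7mer-m8 had a median of −0.14. Both differences from the genes without a site (−0.178 and −0.0566) lay below all 10000 random lists matched on mean FPKM and 3′ UTR length. The 726 genes with a 7mer-A1 differed by −0.00224, at percentile 0.28 of their matched lists, and this call was lost with the shortest 3′ UTR of each gene and without matching. The 1952 genes with only a 6mer differed by 0.016, at percentile 14.8, which is within the random range. In a split chosen after the results were seen, the median was −0.12 for 1727 genes with 1 site of 7 or 8 bases, −0.19 for 381 genes with 2 and −0.18 for 114 genes with 3 or more.

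**Figure D4:**
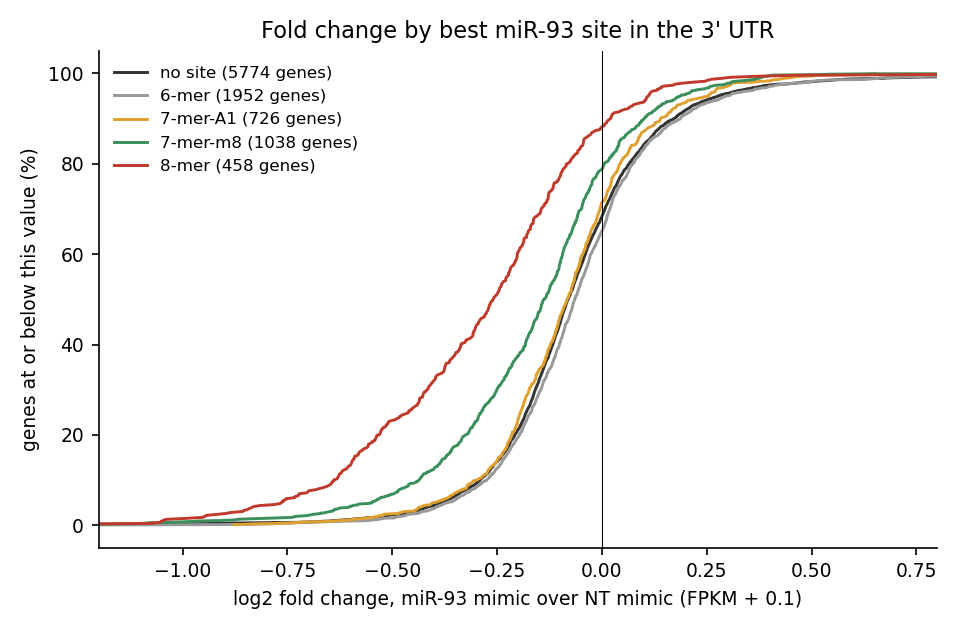
Cumulative percent of genes (vertical axis) at or below each log2 fold change (horizontal axis, miR-93 mimic over NT mimic, FPKM plus 0.1), one line for each class of best miR-93 site in the 3′ UTR. The lines of the 458 genes with an 8mer and the 1038 with a 7mer-m8 lie left of the line of the 5774 genes without a site, with medians of −0.26, −0.14 and −0.08.

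Of 1072 genes called lower, 481 (44.9%, exact 95% binomial interval 41.9 to 47.9) held a site of 7 or 8 bases, against a median of 24.7% in matched random lists. Of 258 genes called higher, 36 held a site (13.95%, exact interval 9.97 to 18.8; random median 24.0%). Both shares lay outside all 10000 random lists. By class, 189 of the 458 genes with an 8mer (41.3%) were called lower and 4 (0.873%) higher, whereas 440 of the genes without any site (7.62%) were called lower and 152 (2.63%) higher. Most genes called lower, 591 of the 1072, held no site of 7 or 8 bases. After centring, the genes with a site had 292 calls lower and 83 higher, and those without had 269 lower and 402 higher, so the majority turned among the latter.

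No other word of 7 bases marked lower genes as strongly as that of miR-93. Of 16037 words found in at least 50 of these 3′ UTRs, the miR-93 match GCACTTT, present in 1496 genes, ranked first from the lowest (z = −16.2), and CACTTTA, the 7mer-A1, ranked second (z = −11.6). GCACTTT stayed at rank 1 after regression on 3′ UTR length and GC content. The z is a score across genes, which are not independent replicates, so no p-value is given. The word of the other miR-93 strand lay at percentile 14.9 of its matched lists and that of the worm miRNA cel-miR-67, used in some control mimics, at 44.8. Of 13 words of other miRNAs, miR-29 alone (percentile 99.96) lay above the central 95% of its lists, that is, with its genes higher. The count was 4 of 13 among genes without a miR-93 site.

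Established targets of the miR-17 family fell together. Of 27 such genes over the expression floor, 26 of which held a site of 7 or 8 bases, 13 were called lower and none higher, and 17 were lower adjusted over the list alone. The list had a median log2 fold change of −0.38, below all 10000 random lists matched on mean FPKM. The cyclin gene Ccnd1 fell from an FPKM of 723 to 323 in the authors' deposited table (log2 −1.16, SE 0.109), and the cell cycle inhibitor gene Cdkn1a (p21) from 657 to 453 (log2 −0.54, SE 0.0916). Rhoc and Tgfbr2 belong to the same list. Of 16 genes of the miRNA machinery, the argonaute genes Eif2c1 and Eif2c2 were called lower (log2 −0.61 and −0.37 in the authors' deposited table), the same 2 adjusted over the list alone. That list had a median of −0.08, at percentile 52.3.

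Interferon-stimulated genes, which cells switch on in response to interferon or double-stranded RNA, were the lowest of the other lists. Of 36 genes, 14 were called lower and 1 higher, and 19 were lower and 1 higher adjusted over the list alone. Their median was −0.33, below all random lists. Zbp1 was among them, and under the expression floor the antiviral gene Rsad2 also fell (log2 −0.92, SE 0.233, FPKM 0.562 against 1.06 in the authors' deposited table), whereas Ifit3 rose from 135 to 167 (log2 0.31, SE 0.0777) in the authors' deposited table. After centring, 6 were lower and 1 higher. Inflammation genes had 5 of 18 lower and 1 higher on either count, with a median of −0.19 at percentile 0.99. The list was within the random range without members that hold a miR-93 site (percentile 19.97) and at a floor of 5 (percentile 3.58). The move to percentile 19.97 is partly built in, because the random lists kept genes with a site. The colony-stimulating factor gene Csf1 fell from an FPKM of 421 to 253 (log2 −0.73, SE 0.102) and the chemokine gene Ccl7 by 0.90 on the log2 scale, while the complement gene C3 rose by 0.35, all in the authors' deposited table.

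Genes of the unfolded protein response were also lower. Of 25 genes, 9 were called lower and none higher, 14 were lower adjusted over the list alone, and the median of −0.26 lay below all random lists. The stress sensor genes Atf6 and Ern1 (IRE1) fell by 0.41 and 0.45 on the log2 scale in the authors' deposited table. After centring, 5 of the 25 were lower, and Ern1 was not called (q = 0.0624). Ribosomal protein genes had 12 of 74 lower and none higher, 25 lower adjusted over the list alone, and a median of −0.21, below all random lists. Rps28 fell by 0.99 (SE 0.225) in the authors' deposited table, and centring left 4 of the 74 called lower. Autophagy and lysosome genes had 7 of 32 lower and none higher, with 9 lower and 1 higher adjusted over the list alone (4 and 1 after centring), and a median of −0.17 at percentile 2.35. Their largest falls were the sialidase gene Neu1 (log2 −0.67) and the autophagy gene Atg16l1 (−0.63) in the authors' deposited table, both with a miR-93 site, and without members that hold such a site, or at a floor of 5, the list was within the random range (percentiles 86.1 and 2.78). The move to percentile 86.1 is partly built in, because the random lists kept genes with a site.

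Genes of the cell body and its matrix lay above their matched lists, with medians near 0 rather than rises of most members. For the 40 actin cytoskeleton genes the median was 0.00, above all random lists, although 6 were called lower and 1 higher (6 and 3 adjusted over the list alone; 2 lower and 4 higher after centring). Rhoc and the cofilin gene Cfl2 (log2 −0.52) fell, and the calponin gene Cnn1 rose by 1.34 (SE 0.262) from an FPKM of 0.732, in the authors' deposited table. The tropomyosin gene Tpm2, under the expression floor, rose from an FPKM of 0.0159 to 0.309 (log2 4.28, SE 1.2) in the authors' deposited table, or by 0.37 on the log2 scale with a pseudocount of 1. The 35 extracellular matrix genes had a median of −0.01 at percentile 99.8, with 3 called in each direction (4 higher and 8 lower adjusted over the list alone; 5 higher and 2 lower after centring). The fibulin gene Fbln1 rose from 0.593 to 1.74 (log2 1.55, SE 0.229) and the collagen gene Col8a1 by 0.49, whereas Fbln2 fell from 306 to 192 (log2 −0.67, SE 0.102), in the authors' deposited table.

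The 24 podocyte genes had a median of −0.00 at percentile 99.1, with 3 called in each direction (6 higher and 3 lower adjusted over the list alone; 7 higher and none lower after centring). The cell cycle inhibitor gene Cdkn1c (p57) rose from an FPKM of 0.583 to 1.46 (log2 1.32, SE 0.304) and the nephrin-like gene Kirrel3 by 0.64, while podocalyxin (Podxl) fell by 0.49 and Kirrel by 0.24, in the authors' deposited table. After centring, Podxl (q = 0.0633) and Kirrel (q = 0.34) were no longer called. Markers of other kidney and blood cells were few over the floor. The 6 mesangial and smooth muscle markers had a median of 0.37 at percentile 99.9 (96.3, within the range, at a floor of 5), with 2 called higher (3 adjusted over the list alone), among them Cnn1, which is also an actin gene, and under the floor Rgs5 rose from 0.0305 to 0.232 in the authors' deposited table. The 5 tubular markers had a median of 0.08 at percentile 98.8 (within the range at a floor of 0.1 or without matching), with none called higher and the endocytic receptor gene Lrp2 lower (log2 −0.58 in the authors' deposited table) on either count. Of 4 parietal epithelial markers (median 0.07, percentile 97.4, or 97.6 and above the range with a pseudocount of 1) Cd44 was lower on either count (log2 −0.74 in the authors' deposited table). The 3 leukocyte markers (median 0.21, percentile 96.7, or 98.3 and above the range without matching) had no call, and 1 higher adjusted over the list alone. The fibroblast and endothelial lists had 2 members each over the floor and were not ranked there. At a floor of 0.1 the 4 fibroblast markers stood below their random range (median −0.32, percentile 1.6; 1 lower on either count) and the 6 endothelial markers within theirs (median 0.05, percentile 54.7; no call on either count). The fibroblast marker S100a4 fell from 608 to 442 (log2 −0.46) in the authors' deposited table.

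Chromatin genes, among which the study looked for targets that remodel chromatin, had few calls. For comparison, 1330 of the 9948 genes with a mean FPKM of at least 1 and a 3′ UTR were called. From gene sets, the study also proposed that miR-93 may act on genes regulated by chromatin remodellers, which counts of the modifiers do not test. Of 93 chromatin modifiers and remodellers, 4 were called lower and 1 higher (3 and 1 adjusted over the list alone; 2 lower and 3 higher after centring), with a median of −0.03 at percentile 99.7. The chromatin protein gene Hmga2 fell by 0.43 (SE 0.106) and the arginine methyltransferase gene Carm1 by 0.41 (SE 0.134), while the DNA methyltransferase gene Dnmt3a rose by 0.39 (SE 0.094), in the authors' deposited table. After centring Carm1 was not called (q = 0.137). The 29 Polycomb genes had 2 calls in each direction on either count (4 higher and 1 lower after centring) and a median of −0.06 at percentile 77.7. Ezh1, which carries an 8mer, and Phc3 fell by 0.63 and 0.29, and Jarid2 and Mtf2 rose by 0.47 and 0.36, in the authors' deposited table, and Phc3 was not called after centring (q = 0.135). The 44 developmental regulators had a median of 0.03 at percentile 99.9, with Wnt7a lower on either count (log2 −0.75 in the authors' deposited table) and, under the floor, Tbx2 higher (log2 1.32 in the authors' deposited table). After centring, 2 of the 44 were higher and 1 lower. Of 28 histone genes, Hist1h3c (log2 2.09, SE 0.654) and Hist1h2bj (0.59) were called higher in the authors' deposited table, on either count (median −0.02, percentile 87.0). Without members that hold a miR-93 site the histone list stood above its random range (percentile 97.6). Its random lists kept genes with a site, so an upward move is partly built in there.

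Kinases and early response genes around Rps6ka4 were within their random ranges at the main floor. Among 7 MSK and RSK kinases (median 0.01, percentile 89.1), Rps6ka4 and Rps6ka2 (log2 −0.44 in the authors' deposited table) were lower, with 1 higher and the same 2 lower adjusted over the list alone, and at a floor of 5 the list stood above its range (percentile 98.3). Among 9 kinases of histone H3 serine 10 (median −0.06, percentile 62.7), Rps6ka4 was lower and Nek6 higher (log2 0.31 in the authors' deposited table), with 2 higher and 1 lower adjusted over the list alone. Both lists hold Rps6ka4, which the study chose on these samples, so their counts are not independent evidence. Of 23 immediate-early genes (median −0.04, percentile 91.2), Klf4 and Cyr61 were lower (log2 −0.39 and −0.27) and Btg2 higher (0.32) in the authors' deposited table, with 2 in each direction adjusted over the list alone. After centring, none of the 23 was lower and 2 were higher.

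Cell cycle genes had a median of 0.04 over 29 members, at percentile 98.7 (9.43, within the range, at a floor of 5), with 2 called lower and none higher on either count. These were the nucleotide reductase gene Rrm2 and the replication gene Mcm2 (log2 −0.46 and −0.30 in the authors' deposited table), of which Mcm2 lost its call after centring (q = 0.249). The mitosis genes Bub1b and Cenpe, just under the floor, were higher (log2 0.84 and 0.64 in the authors' deposited table). The p53 targets went both ways, with 4 of 23 higher and 3 lower (4 and 4 adjusted over the list alone; 5 and 1 after centring) and a median of −0.03 at percentile 98.4 (93.03, within the range, without matching). The apoptosis genes Pmaip1 (Noxa) and Bbc3 (Puma) rose by 0.63 and 0.53, and Cdkn1a and Plk3 fell by 0.54 and 0.38, in the authors' deposited table, and Plk3 was not called after centring (q = 0.115).

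Signalling and metabolic lists were within their random ranges at the main settings. TGF-beta signalling genes had 3 of 25 lower and 1 higher (6 and 3 adjusted over the list alone; 2 and 3 after centring) with a median of −0.11 at percentile 30.7. Tgfbr2 and the inhibitory Smad7 (log2 −0.44) were lower and the co-receptor gene Tgfbr3 higher (0.24) in the authors' deposited table. VEGF and hypoxia genes had 2 of 16 lower on either count (median −0.06, percentile 73.0), the receptor genes Flt4 and Nrp2 (log2 −0.76 and −0.64 in the authors' deposited table). That list stood above its range at a floor of 0.1 (percentile 97.6) and without members that hold a miR-93 site (percentile 97.8). The latter is partly built in, because the random lists kept genes with a site. Glycolysis genes had 3 of 18 lower and 1 higher (4 and 1 adjusted over the list alone), with a median of −0.12 at percentile 26.96. Phosphofructokinase (Pfkp) and hexokinase 2 (Hk2) fell by 0.73 and 0.33, and the glucose transporter gene Slc2a1 rose by 0.34, in the authors' deposited table. Cholesterol and fatty acid synthesis genes had 5 of 28 lower and 1 higher on either count, 1 and 2 after centring, with a median of −0.10 at percentile 39.8. The isoprenoid synthesis gene Fdps fell by 0.36 in the authors' deposited table, a call lost after centring (q = 0.214). Of 17 housekeeping genes (median −0.12, percentile 28.7), Ppia and Rplp0 were lower on either count (log2 −1.12 and −0.25 in the authors' deposited table). Both have many pseudogene copies, and Rplp0 was not called after centring (q = 0.275).

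**Figure D5:**
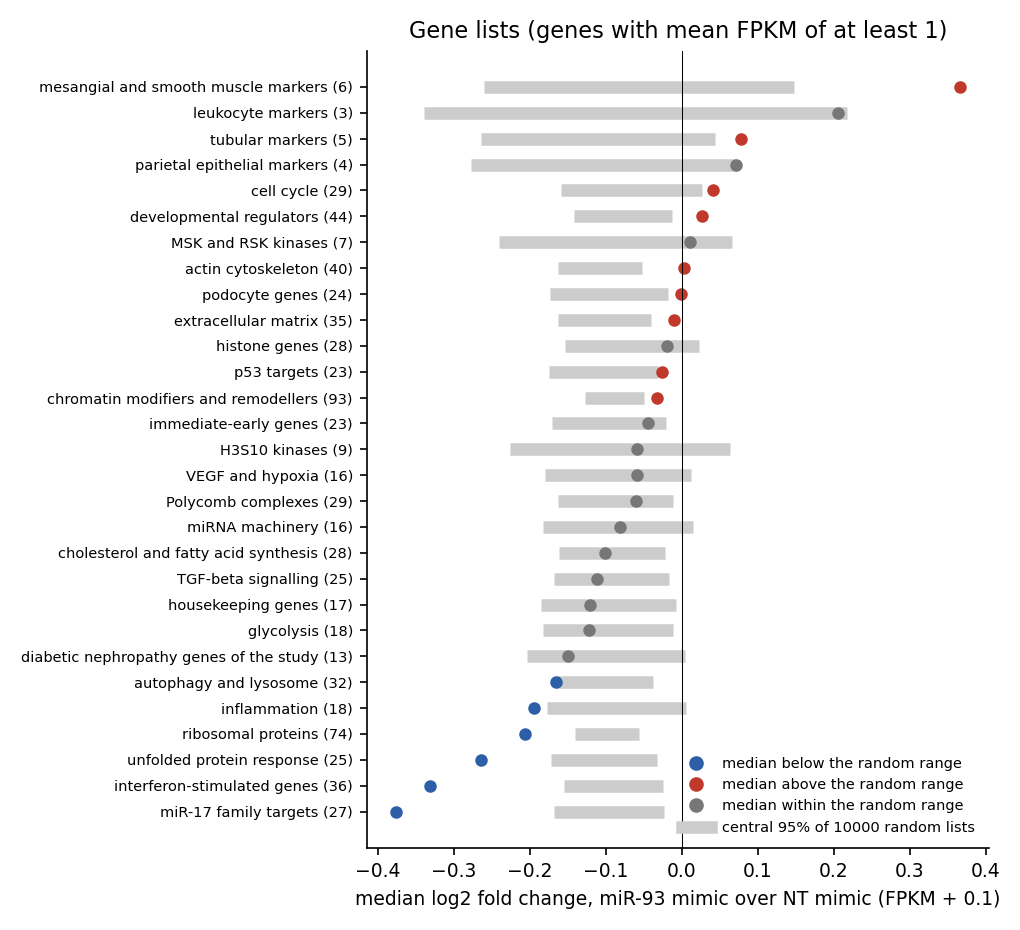
Median log2 fold change (horizontal axis, miR-93 mimic over NT mimic, FPKM plus 0.1) of each gene list with its number of members over the floor, against the central 95% of 10000 random lists matched on mean FPKM (grey bars). Of 29 lists, 6 lie below their bar (blue) and 9 above it (red), the latter with medians from −0.03 to 0.37, several of them at or below 0.

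The study's methods also give a p-value under 0.1 and an absolute log2 fold change over 0.5, without saying how they combine with the false discovery rate. These cutoffs were met by 1368 tested rows of the authors' deposited table, 705 lower and 663 higher, and 770 of them also had a q under 0.05 (399 lower and 371 higher). With a mean FPKM of at least 1 there were 669, of which 454 (67.9%) were lower. The shorter sheets of the deposited workbook draw on the full table. The first held 539 rows, all with a log2 fold change of at least 1.00, of which 204 had been left untested by the authors and 228 were called. The second held 160 rows with a log2 fold change of −0.81 or lower, 97 of them called and 18 untested. The full table holds 327 rows that low with a p under 0.1. Of these, 155 have a gene name, all in the sheet, so the sizes of the first 2 sheets do not compare rises with falls. The third held 816 of the 849 rows with a log2 fold change over 0.5 and a p under 0.1, of which 309 were called, and the fourth held 9 genes, 4 of them called.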

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

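The tests of copies of the 2-cell genes, of p53 and of the share of 2-cell genes among low genes were chosen only after the results were seen, as were the counts of untested rows and the test of other miRNAs' words in genes without a site. The conditions that leave p53 and the share of 2-cell genes undecided (targets that go both ways, an interval that spans the bound) were also set after those values were seen. The predictions for the remaining tests were written before their result was seen.

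Rows that the authors left untested for too few reads, which the comparisons of the report do not use, leaned to higher values with the miR-93 mimic. In the authors' deposited table, 488 such rows met a p under 0.1 and an absolute log2 fold change over 0.5 as higher with the miR-93 mimic, and 46 as lower. Their median mean FPKM was 0.0323, and 270 of the 534 were listed at 0 with the NT mimic.

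Low rows that were called were mostly higher with the miR-93 mimic, 212 of 244 under an FPKM of 1, whereas of all rows above 0 in both groups, called or not, 49.1% of 5049 were higher from 0.1 to 1 and 60.3% of 3160 below 0.1. Deeper miR-93 libraries could give this, since rows listed at 0 with the NT mimic alone (1764) outnumbered rows listed at 0 with the miR-93 mimic alone (500) by 3.53 to 1. Silent genes switched on by the mimic could give the same excess, so it separates these explanations only in part. Predicted genes and 2-cell genes made up 24.5% of the low genes called higher (52 of 212; exact interval 18.9 to 30.9), which spans the bound set for this test, so their part cannot be told apart from that of other low genes. Library depth itself is unknown from these tables.

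The 2-cell embryo genes stood out among the rises: 27 of 35 in the table were called higher, with a median FPKM over all 35 of 1.94 against 0.047. The list was chosen after the values were seen, so these counts describe the pattern and are not independent evidence of it. RNA from embryonic stem cells is argued against by their markers (median FPKM 0.000867 with the miR-93 mimic over 18 genes, highest 0.269). RNA from oocytes or early embryos is argued against by theirs (0.00785 over 17 genes, highest 0.196), all far below the 2-cell genes. RNA from other cell types was not tested as an explanation, and Krt4 and Hba-a1, which are not on the list, also rose. Called members fell in 7 families, among them the single genes Zfp352 and Zfp353. The list and its families were chosen after the values were seen, so this count cannot decide on reads shared among copies. The division of reads within a family stays uncertain. p53 activation stays open: its targets lay at percentile 98.4 of matched lists but 4 were called higher and 3 lower. Without the 6 targets that hold a miR-93 site, 3 were called higher and 1 lower. Their percentile was then 97.66, against random lists that kept genes with a site. Pooled values cannot show whether a single library carries the pattern, so a biological response to the mimic may be proposed only as a hypothesis.

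Genes with a miR-93 site were lower, with 0 of 10000 random lists matched on level and 3′ UTR length as low and rank 1 for the word after regression on length and GC content, which argues against 3′ UTR length, level and AU content as the cause. Words of the same bases in another order reached −9.39 at the lowest (−2.65 among those sharing fewer than 6 bases in a row) against −16.2, and the word of the other strand lay at percentile 14.9, within its random range. In genes without a site of 7 or 8 bases, the words pairing with positions 3 to 9, 4 to 10 and 5 to 11 from the 5′ end of miR-93 ranked 6, 2 and 1 of 15733, as predicted if pairing beyond the seed may have an effect of its own, but the differences were small (−0.0199, −0.0293 and −0.0297) and the words of positions 1 to 7, 6 to 12 and 7 to 13 ranked 6519, 285 and 6599. Genes with an 8mer in the coding sequence alone differed by −0.0738 (95 genes), below all of their random lists but 41.4% of the 3′ UTR difference and between the bounds set, so a weaker action of coding sites stays open. Relief of other miRNAs by competition for RISC stays open too: 1 of 13 words lay above its lists in all genes, which is under the bound set against it, but 4 did in genes without a site (miR-29, let-7, miR-30 and miR-23).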

How the results depend on the processing

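The splits by presence and number of sites, control words in genes without a site, and the count with untested rows were chosen after the data were seen. No paired analysis was possible because the table pools the libraries of each group; limma, a replicate block and leave-one-out were not run for the same reason, and depth is unknown. Called genes numbered 1110 at a q of 0.01, 770 at an absolute log2 fold change over 0.5 and 315 over 1, fewer by construction. The percent lower moved from 70.6 to 80.2 (FPKM of at least 1) and 51.8 (fold over 0.5), and its majority turned to 18.4 (fold over 1) and 44.8 (centred). At the further cutoffs the counts were 770 with q and 669 with the FPKM floor, and the percent lower was 67.9 with the floor and turned to 39.5 with untested rows. Calls in genes with a 3′ UTR divided into 813 without a site and 517 with one. Rps6ka4 stayed past the q threshold after centring (log2 −0.51) and at a q of 0.01, but lies under a minimum fold of 1. The 8mer and 7mer-m8 differences lay below all random lists under every alternative run. Beyond its random lists the 7mer-A1 was weaker with the shortest 3′ UTR (−0.0186) and without matching (−0.00253), the 6mer turned to 7.05e-05 at an FPKM floor of 5 and 0.016 without matching, and genes with 2 and with 3 or more sites differed from those without by −0.11 and −0.0942. The miR-93 word ranked 1 in each alternative. Words above their lists were 2 at a floor of 5 and 4 in genes without a site. Small differences turned sign: cel-miR-67 (0.00401, genes without a site) and, at a floor of 5, let-7 (−0.00195), miR-24 (−5.07e-05) and miR-93-3p (0.00102). Dnm1l (0.00847) and Vegfa (0.0306), neither called, turned after centring, which ended the call of 11 named genes. Lists that stood apart numbered 12 to 16 of 27 to 31, against 15 of 29. Relative to random lists, direction turned at a floor of 5 for histone H3 serine 10 kinases (median −0.11), cell cycle (−0.19) and histone genes (−0.12), and without site members for TGF-beta (−0.0668), autophagy and lysosome (−0.0592), cholesterol (−0.0913) and immediate-early genes (−0.11). The random lists kept genes with a site, so upward moves of lists without site members are partly built in. Lists that gained a call were VEGF and hypoxia (floor of 0.1, percentile 97.6; without site members, 97.8), MSK and RSK kinases (floor of 5, 98.3), histone genes (without site members, 97.6), parietal markers (pseudocount of 1, 97.6) and leukocyte markers (not matched, 98.3). The fibroblast list, ranked at a floor of 0.1 alone, stood below its range there (percentile 1.6). Lists that lost their call were inflammation, autophagy and lysosome, cell cycle and mesangial markers at a floor of 5, inflammation and autophagy also without site members, p53 targets without matching, and tubular markers at a floor of 0.1 and without matching. Adjusted over the list alone, nephropathy genes had 4 lower at a floor of 5 against 1, and removing members with a site took lower genes from 9 to 1 (autophagy and lysosome), 8 to 3 (extracellular matrix), 6 to 2 (TGF-beta, actin), 5 to 2 (inflammation), 4 to 1 (p53), 3 to 0 (chromatin) and 2 to 0 (Polycomb, cell cycle, miRNA machinery). Apart from counts reduced by construction, the cause was not tested.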

Other observations

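The other lists added after the data were examined were close to silent. The 21 germline genes that promoter methylation keeps silent in somatic cells had a median FPKM in the authors' deposited table of 0.00498 with the miR-93 mimic and 0 with the NT mimic, with 1 of them over an FPKM of 1, the meiosis gene Sycp3 (8.84 against 9.52). The 16 myoblast markers had medians of 0.0122 and 0.00327, again with 1 gene over the floor, the troponin gene Tnnc1 (7.55 against 8.05). The stem cell gene Nanog stood at 0.269 with the miR-93 mimic and 0.285 with the NT mimic in the authors' deposited table. These 3 genes were singled out after their values had been seen.

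The families behind the 2-cell genes differed in how many members were called higher in the authors' deposited table. All 5 genes of the Zscan4 family and all 4 of the Dub1 family were called, as were 6 of 7 in the BC080695 family and 7 of 8 in the Gm8300 family. Of 5 Tdpoz genes 2 were called, and of 2 Tcstv genes and the gene Sp110 none. Zfp352 and Zfp353 are single genes, both called. The families are named here after their values had been seen.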
